A study of Homo sapiens with 5 samples. Its data were reported in "Gain-of-function mutant p53 together with ERG proto-oncogene drive prostate cancer by beta-catenin activation and pyrimidine synthesis" (2023).

How the data were processed

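Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed on untreated VCaP cells, an established human prostate cancer line that carries the TMPRSS2-ERG gene fusion and a mutant form of p53. ERG, a transcription factor of the ETS family, was precipitated in 2 samples and p53, with the antibody DO-1, in 2 samples. For the fifth sample, the input chromatin, no peak list was used here. Samples were grouped by the precipitated factor and numbered as replicate 1 and 2 per the labels. The study calls the replicates of a factor biological. The labels do not say whether they came from separate cultures. The tests here describe the peak lists of these samples alone and estimate no variance between replicates.

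Per the submitters' processing notes, CASAVA 1.4 and Bowtie2 2.3.3.1 were used, peaks were called with MACS2, and the reference was hg19 (GRCh37). The methods of the study name another Bowtie2 version and give the reference as both builds. Peaks were called by the authors on each sample, without pooling. Each deposited list has 4 columns per line, namely chromosome, start, end and peak name. Fold enrichment, p-value and summit of the peaks are therefore not used here, and no score stands beside a position. The study states different p-value thresholds for ERG and p53 and a read depth for each sample in its supplementary material, whose values are not used here. The deposited p53 lists match none of the p53 peak numbers the study states and are too short to be the lists behind its number of shared p53 peaks, so which threshold or filter made them is open. Every p53 value given here describes the deposited lists alone. The lists themselves carry no read counts, and peak numbers were not set against depth.

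The build was checked against the GRCh38 gene annotation at hand before any position was used with it. In ERG replicate 1, 6.14% of peak midpoints lay within 1000 bp of a GRCh38 start site of a protein-coding transcript, and 4.21% to 4.80% did after shifts of up to 100 kb. The values were 6.22% against 4.36% to 4.99% in ERG replicate 2, 5.73% against 1.76% to 3.96% in p53 replicate 1 and 6.52% against 1.45% to 2.90% in p53 replicate 2. The share at the deposited positions lay above every shifted value in all 4 lists and was low, and no hg19 annotation was compared, so this check does not settle the build. The positions were taken as hg19 from the processing notes. Neither the GRCh38 annotation nor its sequence was used any further, positions were not converted, and no gene names were assigned. Promoter shares, sequence motifs, gene lists and the genes planned by name, which need an hg19 reference, are not analysed here. The rule for naming regions was to rest on fold enrichment. In its place, after the data were seen, the 10 shared regions of each factor with the largest width in the narrower of its replicate peaks were listed, together with regions chosen for their place.

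Overlapping peaks (at least 1 bp) were merged, and a region was called shared when it held a peak of each replicate. Peaks were used as deposited, since the planned thresholds on −log10 p need a column that the lists do not carry. Observed numbers were compared with 1000 random placements of the peaks, keeping their widths and chromosomes (one-sided). Chromosome ends were taken as the outermost peaks of all lists. The smallest p that 1000 placements can give is 0.001. In a second background each peak was moved by 2 to 50 kb, which keeps the local density. Widths of recurring and other peaks were compared within each list by a permutation test of the difference in medians (100000 resamples, two-sided, smallest possible p 1e-05). Peaks are not replicates, and these p-values describe the lists. Counts were compared by Fisher's exact test (two-sided), with Benjamini-Hochberg adjustment over 24 chromosomes, and shares are given with 95% Wilson intervals, which cover counting error only. A p53 region was called grouped when another p53 region lay within 100 kb. All positions are hg19 and counted from 1.

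The placement test was tested on simulated data. With 2247 shared peaks planted in lists of the ERG sizes, all 50 simulations were called at 0.05 and the median number found exceeded the planted one by 31. With 27 planted in lists of the p53 sizes, 50 of 50 were called and the median difference was 0. With none planted, 1 of 50 was called at the ERG sizes and 0 of 50 at the p53 sizes. Alternatives comprised a reciprocal overlap of 50%, midpoints within 100 bp in place of summits, single replicates, same-numbered replicates, the local background and counting by group. Computations used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.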

Results

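To find the sites occupied by ERG or p53 in prostate cancer cells, peak lists of 4 ChIP-seq samples of VCaP cells were examined, 2 per factor. ERG replicate 1 had 14337 peaks and ERG replicate 2 had 11237. The p53 lists were far shorter, with 227 peaks in replicate 1 and 138 in replicate 2. This order holds for the deposited lists alone, since the study states more p53 than ERG peaks at a false discovery rate below 0.05. These p53 lists are shorter than the p53 peak sets the study describes and may come from another threshold or filter, so the p53 values below hold for the deposited lists alone. Median peak width was 351 bp and 306 bp in the ERG samples and 231 bp and 291.5 bp in the p53 samples. ERG peaks covered 5.82 Mb in replicate 1 and 3.97 Mb in replicate 2, and every list had peaks on all 24 chromosomes. Regions are given by their hg19 position and without gene names.

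The first comparison asked which ERG sites were found in both replicates. ERG occupied 9366 shared regions, which is 58.2% of the 16095 merged ERG regions (95% interval 57.4% to 59.0%, n = 2 replicates). In replicate 1, 65.4% of the peaks (64.7% to 66.2%) overlapped a replicate 2 peak, and in replicate 2, 84.2% (83.5% to 84.9%) overlapped a replicate 1 peak. The midpoints of recurring peaks lay a median of 35 bp from those of the other list. Random placement gave a mean of 48.7 shared regions and at most 72 (placement permutation p = 0.001, the smallest possible), and peaks moved by up to 50 kb gave at most 138.

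Recurring ERG peaks were wider than the others. Their median width was 403 bp against 283 bp in replicate 1 and 326 bp against 231 bp in replicate 2 (permutation p = 1e-05 in each list, the smallest possible). The ratio of medians was 1.42 in replicate 1 and 1.41 in replicate 2. In replicate 1, 35.8% of the narrowest 2868 peaks recurred and 90.0% of the widest 2867 did. In replicate 2 the shares were 63.1% of the narrowest 2248 and 97.6% of the widest 2247.

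**Figure D1:**
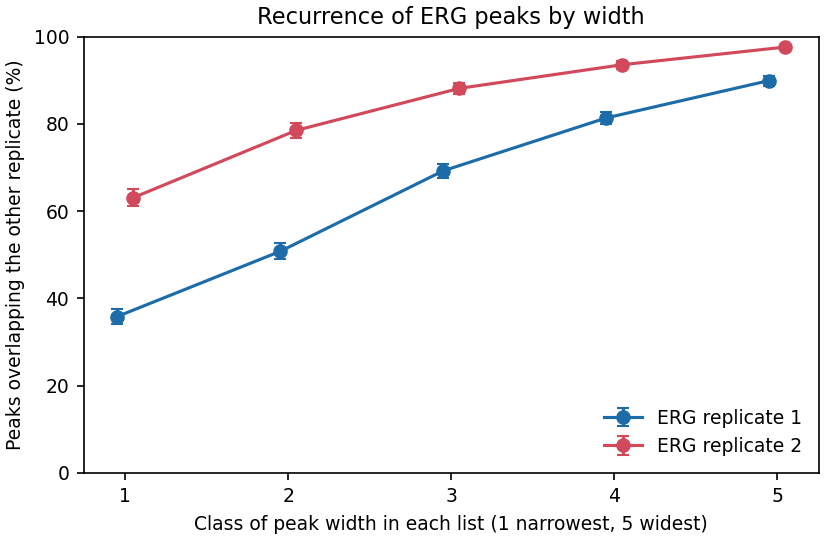
Percent of ERG peaks (y axis) that overlap a peak of the other replicate, by peak width in 5 equal classes of each list (x axis). Points are shares with 95% Wilson intervals, and the shares rise from 35.8% in the narrowest to 90.0% in the widest class of replicate 1 and from 63.1% to 97.6% in replicate 2.

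The shared ERG region with the largest lower width lay on chromosome 19 at 56165030 to 56167077, with peaks of 2048 bp and 2020 bp in replicates 1 and 2. It was followed by a region on chromosome 15 at 75745847 to 75747444 (1494 bp and 1588 bp) and one on chromosome 11 at 64084444 to 64086013 (1441 bp and 1570 bp). Of the 10 widest, 3 lay on chromosome 11 between positions 63605386 and 64086013. ERG regions were dense in the same part of the genome. The 1 Mb window of chromosome 11 that starts at 65000001 had 37 shared ERG regions, the highest count of the 2187 windows with at least 1, and those starting at 64000001 and 67000001 had 29 and 25. A window of chromosome 17 starting at 79000001 had 33, and a window of chromosome 8 starting at 144000001 had 28. These 5 windows exceeded 23, the highest count in any window after random placement (permutation p = 0.001 for the highest, the smallest possible), and together held 1.62% of the shared ERG regions. By chromosome, ERG density was highest on chromosome 19, with 8.98 shared regions per Mb, and chromosome 17, with 7.05. It was lowest on chromosome Y (0.219 per Mb) and chromosome X (1.02 per Mb). Gene density, copy number and sequence to which reads cannot be aligned were not taken into account. Neither the dense windows nor these densities are therefore shown to be specific to ERG.

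The same question was put to p53. The p53 lists had 37 shared regions, 11.3% of 328 merged regions (8.30% to 15.2%). In replicate 1, 16.3% of the peaks (12.1% to 21.7%) recurred, and in replicate 2, 26.8% (20.1% to 34.8%). Recurring p53 peaks were wider than the others, with medians of 309 bp against 221 bp in replicate 1 (permutation p = 4e-05) and 340 bp against 280 bp in replicate 2 (permutation p = 0.0159). Random placement gave at most 1 shared region (permutation p = 0.001, the smallest possible). Ranked by the narrower of the replicate peaks, the first shared p53 region lay near the start of chromosome 5 at 10125 to 11780, with peaks of 1621 bp and 1656 bp. It was followed by regions on chromosome 21 at 9825495 to 9826532 (1038 bp and 960 bp), chromosome X at 185034 to 187201 (2168 bp and 755 bp) and chromosome 21 at 9826732 to 9827484 (753 bp and 681 bp).

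p53 regions lay close together. Of the 328 regions, 90 (27.4%, 22.9% to 32.5%) had another p53 region within 100 kb, while random placement gave a mean of 2.45% and at most 7.93% (permutation p = 0.001, the smallest possible). They formed 27 groups, of which 18 held a shared region. Shared regions made up 29 of the 90 grouped regions but 8 of the 238 lone ones, or 32.2% against 3.36% (Fisher's exact test, two-sided, p = 7.49e-12). The test treats regions as independent, which neighbours within 1 of the 27 groups may not be. This p-value may therefore be too small, and no test by group was run. On chromosome 19, 4 shared regions lay between 27731980 and 27739644, and on chromosome 8, 3 lay between 43092765 and 43097045. Some groups came mostly or wholly from 1 replicate. On chromosome 2, 10 regions between 92269165 and 92325780 all had a replicate 2 peak and 1 of them a replicate 1 peak. On chromosome 10, 6 regions between 42356260 and 42400626 were in replicate 2 alone. On chromosome 11, 4 regions between 63933283 and 64085814 were in replicate 1 alone, and all 4 overlapped a shared ERG region. On chromosome 4, 4 regions between 49289077 and 49325571 were also in replicate 1 alone, and 0 overlapped a shared ERG region.

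**Figure D2:**
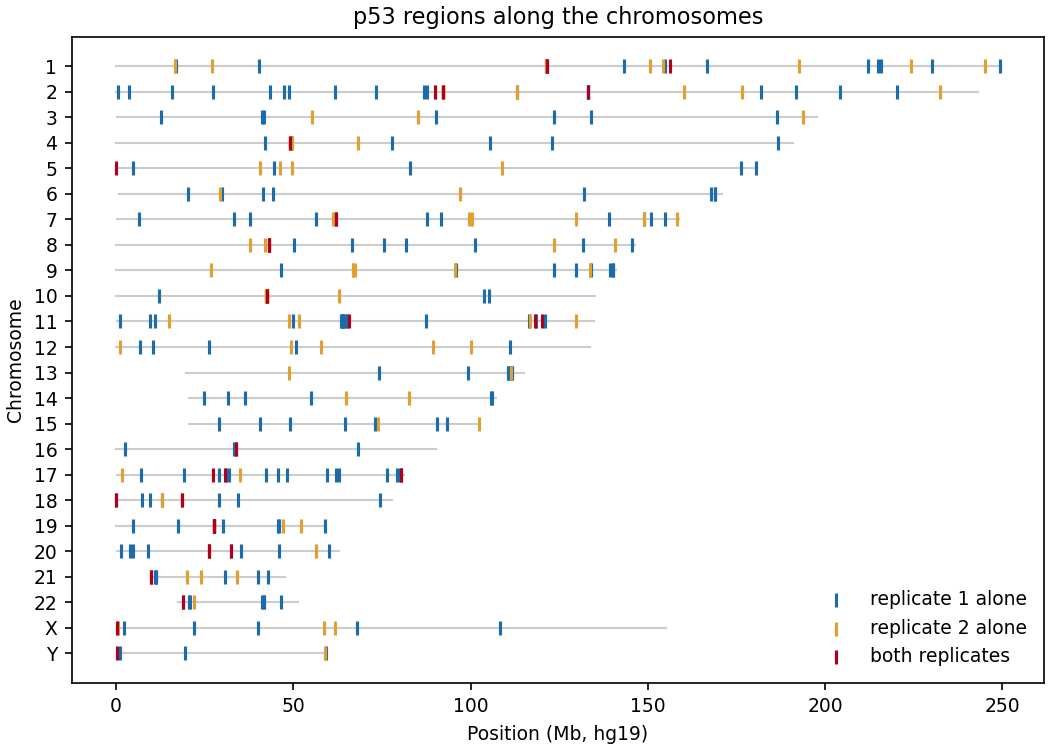
Position in Mb (x axis, hg19) of the 328 p53 regions on each chromosome (y axis). Grey lines run over the length spanned by the peaks of all lists, and ticks mark regions in replicate 1 alone (blue), replicate 2 alone (orange) or both (red), with the 37 red ticks mostly in tight groups.

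The share of p53 regions on each chromosome was compared with that of shared ERG regions. Chromosome Y had 5 of the 328 p53 regions (1.52%) and 13 of the shared ERG regions (0.139%), an odds ratio of 11.1 (Fisher's exact test, adjusted p = 0.00615). The filter was unequal, since p53 regions of either replicate were set against ERG regions of both. Of the 5 p53 regions, 1 was in both replicates. Those starting at 135047, 19561932 and 58838439 met a peak of either ERG list but no shared ERG region. Whether reads at the 5 p53 regions align to chromosome Y alone was not tested. The excess therefore describes the listed positions and is not shown to be specific to chromosome Y. No other chromosome of the 24 passed an adjusted p of 0.05. The next were chromosome 2, with 11.0% of the p53 and 7.09% of the ERG regions, and chromosome 18, with 3.66% and 1.59% (Fisher's exact test, adjusted p = 0.0975 for each).

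The series was made to find the genes occupied by ERG or by p53, and the lists were compared with each other for sites held by both. Of the 37 shared p53 regions, 28 overlapped a shared ERG region (75.7%, 59.9% to 86.6%), against a mean of 0.152 and at most 3 after random placement (permutation p = 0.001, the smallest possible). Of these 28, 23 were grouped and 5 lone, and whether the grouped ones lie in repeated sequence was not tested. p53 regions found in 1 replicate alone also lay at ERG regions, in 72 of 190 cases for replicate 1 (37.9%, 31.3% to 45.0%) and 33 of 101 for replicate 2 (32.7%, 24.3% to 42.3%). Shared p53 regions overlapped ERG more often than single-replicate ones, of which 105 of 291 did (36.1%; Fisher's exact test, two-sided, p = 5.16e-06, odds ratio 5.51). From the side of ERG, 132 of the 9366 shared ERG regions (1.41%, 1.19% to 1.67%) met a p53 region. With only 328 p53 regions to meet, this share could not be large and does not describe the ERG sites. Among grouped p53 regions, 23 of 29 shared and 17 of 61 single-replicate ones overlapped ERG (79.3% against 27.9%, Fisher's exact test, p = 8.58e-06). Regions of 1 group may not be independent, so p-values that count grouped regions may be too small. Among lone p53 regions the direction was the same, with 5 of 8 shared and 88 of 230 single-replicate ones (62.5% against 38.3%), and the difference did not pass the test (Fisher's exact test, p = 0.268). Whether the difference itself differed between grouped and lone regions was not tested. Grouped p53 regions as a whole overlapped shared ERG in 40 of 90 cases and lone ones in 93 of 238 (44.4% against 39.1%, Fisher's exact test, p = 0.381).

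**Figure D3:**
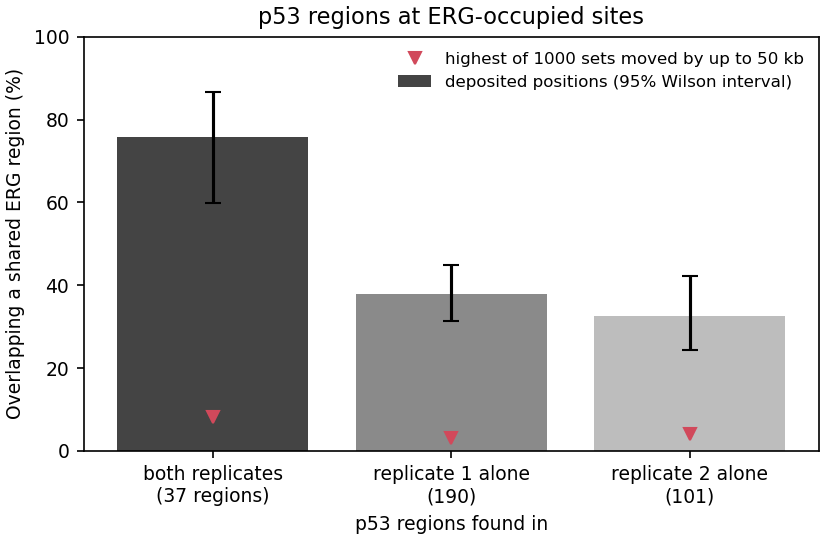
Percent of p53 regions (y axis) that overlap a shared ERG region, for regions in both replicates, in replicate 1 alone and in replicate 2 alone (x axis). Bars are shares with 95% Wilson intervals (75.7%, 37.9% and 32.7%), and triangles mark the highest share among 1000 sets moved by up to 50 kb.

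The 5 lone p53 regions that were shared and overlapped shared ERG regions were on chromosome 1 at 156186291 to 156186573, chromosome 5 at 10125 to 11780, chromosome 11 at 65686649 to 65686931 and at 120206768 to 120207253, and chromosome 17 at 30771243 to 30771574. The other 3 lone ones lay on chromosome 17 at 27229957 to 27230266, chromosome X at 185034 to 187201 and chromosome Y at 135047 to 136606, where no shared ERG region was found. The first of these 3 met no ERG peak of either list, and the other 2 each met a peak of 1 ERG replicate. Whether the chromosome X and chromosome Y regions are separate sites was not tested. Pairing of single samples gave shares that were similar to each other and lower than the 75.7% of shared p53 regions. Of the replicate 1 p53 peaks, 49.3% overlapped an ERG replicate 1 peak and 47.1% an ERG replicate 2 peak, and for p53 replicate 2 the shares were 50.7% and 55.1%.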

Values the study reported

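The study reported 1116 peaks bound by mutant p53 in both replicates at P < 1E-10 and linked them to 615 genes. It described no mutant p53 binding at the pyrimidine synthesis genes.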

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

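Alternatives that used midpoints or moved peaks, counted by group or left out grouped regions, and all those for the share of p53 regions within 100 kb of another, were chosen after seeing the data, and the other 10 before the data were examined. Of 23 alternatives, 16 stayed within 1.5 times of the value reported and 7 did not. The 16 include the moved placements, which change the background alone, and the restriction by chromosome, which removed no peak. The values of these could not differ. In all 23 the observed value exceeded its random background at the smallest p possible (0.001, placement permutation). A reciprocal overlap of 50% left 8455 shared ERG and 29 shared p53 regions. Counting 1 region per group within 100 kb gave 4946 ERG regions, by construction. Overlaps of p53 with ERG ranged from 28 to 100 when single replicates were left out. Without p53 replicate 2 or 1 all peaks of the remaining list are counted (100 of 227 and 61 of 138). As shares these were lower than the 28 of 37 (75.7%) for shared p53 regions. Same-numbered replicates gave 112 peaks for number 1 and 76 for number 2. There all peaks of 1 p53 list are counted, and a single ERG list also replaces the shared ERG regions. With grouped p53 regions left out, 5 overlaps remained. Within 1 Mb in place of 100 kb, 47.9% of p53 regions had a neighbour. Restriction to chromosomes 1 to 22, X and Y removed no peak.

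No paired analysis was possible because the results come from no model fit with a replicate term, and replicate numbers entered only as overlaps of same-numbered lists. Planned results that need promoters, motifs, gene lists, assigned genes, summits or fold enrichment were not run, nor were their alternatives, the stricter thresholds or the placement within promoters. Read depth was not used here, and a region missing from a list was not called there and is not shown to be unoccupied.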

Other observations

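All tests in this part were chosen after the lists and their overlaps had been seen. For list length and moved regions, what each explanation predicts was written down before the test was run, and for ERG width and grouped regions it was written or revised afterwards.

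p53 peaks recurred less often than ERG peaks, and the short p53 lists are a technical explanation. When the ERG lists were limited to their 227 and 138 widest peaks, 58.7% of the shorter list recurred (50.4% to 66.6%), against 26.8% for p53 (20.1% to 34.8%). With this cut, short lists alone did not give a share as low as that of p53, as far as width stands in for strength. The widest ERG peaks are also those that recur most, and no other cut was tested, so list length stays open. The study states depths and thresholds that differ between the factors. Their effect was not tested here, the filter that made the p53 lists is open, and no biological explanation was tested.

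p53 regions lay at ERG regions more often than random placement gives. A common preference for the same broad parts of the genome was argued against, since p53 regions moved by up to 50 kb met at most 9 shared ERG regions and the unmoved ones 133. The 132 ERG regions met by p53 had a median width of 566.5 bp, against 479.5 bp in random draws weighted by width (permutation p = 0.002). An earlier form of this test, in which random draws met a median of only 19 regions, gave a permutation p = 0.121. Sites with broad ERG peaks may thus give peaks with either antibody, but joint occupancy by ERG and p53 predicts the same widths, and both stay open.

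p53 regions found in both replicates lay in dense groups. Among grouped p53 regions, 24 of 29 shared ones met a peak of either ERG list, and 32 of 61 single-replicate ones did (82.8% against 52.5%, Fisher's exact test, p = 0.0058). Sites that give peaks whatever the antibody would also make grouped regions meet ERG more often than lone ones, and there the shares that met a peak of either ERG list were 62.2% (56 of 90) and 51.7% (123 of 238), a difference in that direction that did not pass the threshold (Fisher's exact test, p = 0.106). Counted over shared ERG regions, the shares were 44.4% and 39.1% (Fisher's exact test, p = 0.381). This explanation and occupancy by both factors therefore cannot be told apart. Neither the input chromatin nor the repeat content of the grouped regions was analysed here.

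The deposited p53 lists had 37 shared regions. That is lower than the value quoted from the study above. Lists of 227 and 138 peaks cannot hold that many shared peaks, so they are not the lists behind that value, and without a p-value per peak the threshold of the study could not be applied to them.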
